A study of Mus musculus with 45 samples. Its data were reported in "Organotypic Brain Slice Culture Microglia Exhibit Molecular Similarity to Acutely-Isolated Adult Microglia and Provide a Platform to Study Neuroinflammation" (2020).

How the data were processed

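RNA sequencing was done on 45 mouse samples in 7 groups, and the authors deposited the values as 3 tables of gene-level values. The first table holds microglia sorted from organotypic brain slices, which are coronal slices of neonatal mouse brain kept alive on a membrane in culture. After 2 weeks in culture the slices were kept for 24 h in medium alone (9 samples), in medium with 50 ng/mL of tumor necrosis factor (TNF, 11 samples), or in medium with 20 ng/mL of granulocyte-macrophage colony-stimulating factor (GM-CSF, 9 samples). Per the labels, each of these samples pooled 3 slices, and the paper also allows for fewer. The second table holds microglia sorted from adult mice of 10 to 15 weeks that had been injected 24 h earlier with lipopolysaccharide (LPS, a bacterial cell wall component, 1 mg/kg, 4 samples) or with phosphate-buffered saline (PBS, 4 samples). The third holds whole brain tissue of mice of the same age range 24 h after the same dose of LPS (4 samples) or without treatment (4 samples). The control of the brain tissue was therefore not an injected animal, unlike that of the adult microglia.

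Per the paper's methods, both kinds of microglia were converted to cDNA with a low-input template-switching kit and made into libraries by tagmentation, and brain tissue RNA went into a TruSeq preparation, an mRNA kit per the labels. The adult microglia were read as paired ends and the other libraries as single ends. The authors deposited whole-number counts of reads per gene for the slice microglia, not normalized. For the adult microglia and the brain tissue the authors deposited expected counts, that is, estimated counts per gene that need not be whole and that were not normalized. The aligner, the counting tool, the genome build and the annotation are not given in the sources used here, and neither is whether strand was used in counting. Counts of genes with near-identical copies or overlapping neighbours are therefore uncertain wherever reads could be shared.

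The 70872 values of the adult microglia table and the 69680 values of the brain table that were not whole were rounded, which changed the table totals by 0.00107% and 0.00113%. The brain table also lists 92 rows that name no gene. These rows held 0 counts and were left out of library sizes and tests. Gene symbols and coordinates were taken from the GENCODE M21 annotation of the GRCm38 assembly, matched by gene identifier. It named 55450 of 55450 slice identifiers, all at the same version, 47224 of 47643 adult microglia identifiers and 42929 of 43411 brain identifiers. The unnamed identifiers held 0.0920% and 0.126% of the counts of the last pair of tables. Per-sample columns without a sample numbered 0.

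Total counts per library ran from 5973364 to 9165485 in slice microglia, from 11391564 to 14216005 in adult microglia and from 8199863 to 10368578 in brain tissue. Replicates were compared before use. Over genes, the chi-square per degree of freedom between libraries of one group was 9.12 to 39.5 in slice microglia, 3.88 to 32.1 in adult microglia and 1.80 to 7.01 in brain tissue. All of these exceed the 1 that sampling of reads alone would give, and 0 pairs were identical, so no library was found to be deposited more than once. This does not show that the libraries come from separate RNA samples, and each was counted as a replicate because the labels list it as a separate sample. The biological coefficient of variation estimated by edgeR was 0.281, 0.137 and 0.0670 in the same order, and the median standard error of a log2 fold change was 0.16 for TNF against medium, 0.12 for LPS in adult microglia and 0.09 for LPS in brain tissue. These libraries carry no molecular identifiers.

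Differential expression was tested in R 4.3.3 with the quasi-likelihood F test of edgeR 4.0.16 on the counts as deposited, with TMM normalization and robust estimation. Genes were kept by edgeR's expression filter with a minimum count of 10 and a minimum total of 15. P-values were adjusted by the method of Benjamini and Hochberg within each comparison. A gene was called at an adjusted p under 0.05 with a fold change over 1.5 in either direction, the thresholds given in the paper's methods. The 29 slice samples were fitted together, so that the 3 treatments shared a single estimate of the spread. Adult microglia and brain tissue were each fitted alone. The difference of the LPS effects between the last pair of tables was tested as an interaction over the 16 in vivo samples, with the counts of genes present in both tables joined. Tissue, library kit and sequencing run coincide in that fit and cancel only where they act as a constant factor per gene. Fold changes carry edgeR's default prior count, standard errors are those of the log2 fold change, and mean levels are CPM, counts scaled to a common library size with the TMM factors, and given with the standard deviation.

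Calls shared between comparisons were counted with their direction, and log2 fold changes were correlated across genes, which are not independent replicates. Because TNF and GM-CSF were compared with the same 9 medium samples, the correlation and the number of shared calls were also computed in 20 simulated data sets in which no group differed and the medium samples were shared. In another 20 draws the medium samples were split at random into parts of 5 and 4, each serving as the control of one treatment. After the data were seen, shared calls were also counted with the calls of one comparison moved at random among genes of similar level. This was done in 1000 shuffles for TNF with GM-CSF and in 1000 for LPS in microglia with LPS in brain tissue. The overlaps of the slice responses with LPS were not shuffled. Gene lists (4: homeostatic microglia genes named in the study's text from its single-cell data on other samples, and proliferation, chemokine and interferon-response genes compiled from general knowledge) were tested with camera from limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 16 tests of 4 comparisons. Camera with an estimated correlation and fry were run beside it. Marker lists of neurons, astrocytes, oligodendrocytes, endothelial cells, monocytes, border macrophages, neutrophils and lymphocytes, and a list of immediate early genes from general knowledge, which tissue dissociation can induce, were compared as mean log2(CPM + 1) by two-sided exact permutation tests over all regroupings (36 tests, adjusted together). With 4 samples against 4, the smallest p such a test can give is 0.0286.

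The groups, tests, lists, alternatives and the rule for the genes named in the text were fixed before the data were examined. The rule took the genes that the study's text names for the slice and adult microglia comparisons, the 3 called genes with the smallest p in each direction of each comparison, the members of each tested list with the lowest and highest log2 fold change, and the members of the marker and sex-linked lists as levels. Where a gene outside this rule appears, the text says that it was chosen after its values were seen.

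The alternatives were DESeq2 size factors or total counts in place of TMM, no low-count filter beyond a count of 1, a stricter filter of at least 5 CPM in as many samples as the smallest group, the Wald test of DESeq2 1.42.0, limma-voom, counts thinned to the smallest library of the table, no fold change limit, and the replicate number as a block. Each in vivo sample was also left out in turn. For the slice samples, the codes in the sample titles (1A, 1B, 2A and 2B, whose meaning the labels do not state) entered as a block or were left out in turn, and each pair of treatments was fitted without the remaining treatment. The number in each slice sample's title as a cubic term and the presence of Y-linked counts as a covariate were added after the data were seen, as was a block of title sets, that is, runs of consecutive title numbers in slices and each LPS title with the next PBS title in adult microglia. Marker levels were repeated with pseudocounts of 0.1 and 5. For each comparison, other splits of the same samples were refitted, 100 drawn at random or all 35 where only 35 exist.

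The tests of edgeR, DESeq2 and limma-voom and camera at the preset correlation were run on simulated data with the real genes' means and library sizes. In these data 200 genes were changed by 1 log2 unit. Fry, camera with an estimated correlation, the marker tests and the blocks were not tested in this way. Of the changed genes tested, edgeR called 78.2% for TNF against medium (11030 genes), 76.4% for GM-CSF against medium (11034 genes), 77.7% for TNF against GM-CSF (10991 genes), 78.0% for LPS in adult microglia (12660 genes), 88.2% for LPS in brain tissue (14794 genes) and 54.8% for the difference of LPS effects (16345 genes). Unchanged genes called numbered 0, 6, 4, 6, 3 and 3 in the same order. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps. The single-cell, flow cytometry and targeted-panel measurements of the study were not analysed here.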

Results

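RNA sequencing profiles were obtained from 45 mouse samples in 7 groups. Slice microglia were treated with medium (9 samples), TNF (11 samples) or GM-CSF (9 samples), both of which are cytokines that act on microglia, the resident macrophages of the brain. Microglia from adult mice were profiled after LPS (4 samples) or PBS (4 samples), and whole brain tissue after LPS (4 samples) or no treatment (4 samples). Libraries of slice microglia held 5973364 to 9165485 counts, those of adult microglia 11391564 to 14216005 and those of brain tissue 8199863 to 10368578. In brain tissue the LPS libraries (8199863 to 9452488 counts) were shallower than the untreated ones (9641550 to 10368578), without overlap. Genes with at least 10 counts numbered 11087 ± 145 (SD, n = 9) per library in medium, 10904 ± 147 (n = 11) with TNF and 11016 ± 160 (n = 9) with GM-CSF. They numbered 12792 ± 86.2 (n = 4) in LPS and 12960 ± 111 (n = 4) in PBS microglia, and 14964 ± 135 (n = 4) in LPS and 15090 ± 54.1 (n = 4) in untreated brain tissue.

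Principal component (PC) analysis of the slice microglia separated the treatments. The first component held 28.6% of the variance and placed the 11 TNF libraries between -56.3 and -38.3, apart from the medium and GM-CSF libraries, which lay between 20.1 and 43.6. The second held 9.39% and separated GM-CSF (21.5 to 39.2) from medium (-31.7 to -20.9). Libraries of the 4 title codes were found within each treatment cluster.

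**Figure D1:**
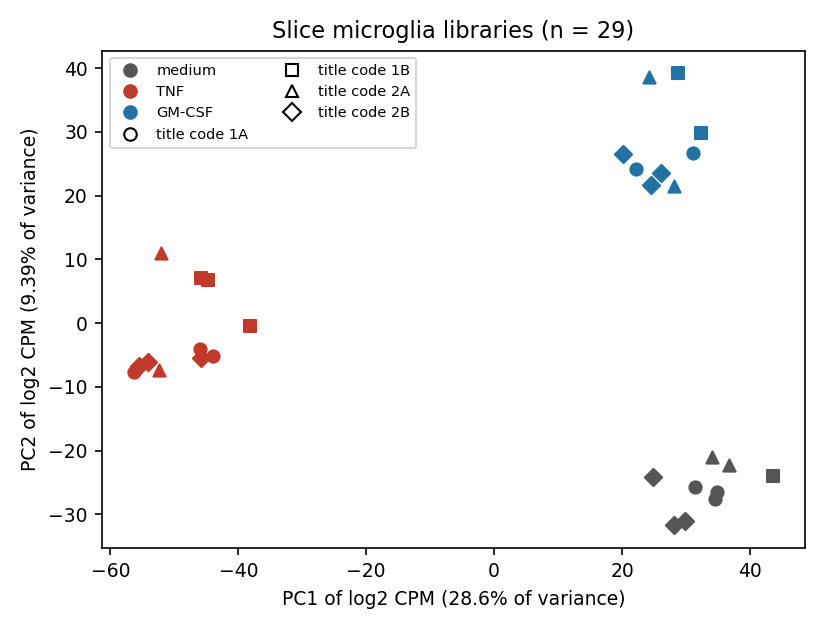
First and second principal component of log2 CPM in 29 slice microglia libraries, with 1 point per library, color for the treatment and shape for the title code. TNF libraries lie at the left, between -56.3 and -38.3 on the first component, and GM-CSF and medium separate on the second.

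The response of slice microglia to TNF was tested against medium alone. Of 11313 genes tested, 2353 were called, 1030 higher and 1323 lower. Called genes spanned log2 fold changes from -6.04 to 8.23, and 349 of them changed by more than 2 log2 units. Leaving out the fold change limit moved this count most, to 4476. Treatment effects were also computed within the title codes. With codes 1A and 1B alone 2259 genes were called, with codes 2A and 2B alone 1870 were, and 1392 were called in both with the same direction. Of the 2353 genes, 99.96% kept their direction in both, which is close to given because they were picked from the fit of all samples. The log2 fold changes of the code pairs correlated at a Pearson r of 0.808.

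Chemokine genes were among the genes with the smallest p. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453, GRCm38, plus strand) rose from 55.2 ± 20.7 CPM (SD, n = 9) in medium to 1701 ± 261 (n = 11) with TNF, a log2 fold change of 4.95 (SE 0.17, 30.8-fold, edgeR adjusted p 1.8e-21). *Ccl7* (82045712 to 82047525, plus strand) and *Ccl12* (82101845 to 82103400, plus strand) lie next to it on the same chromosome. *Ccl7* rose from 5.47 ± 3.02 to 590.5 ± 141 CPM (log2 6.73, SE 0.23, 106-fold, adjusted p 7.48e-21) and *Ccl12* from 701 ± 192 to 11120 ± 1850 CPM (log2 3.99, SE 0.145, 15.85-fold, adjusted p 1.81e-21). The 3 higher genes with the smallest p were *Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647; log2 2.01, SE 0.07), *Sod2* (ENSMUSG00000006818, chromosome 17, 13006846 to 13040063; log2 2.82, SE 0.10) and *Slfn2* (ENSMUSG00000072620, chromosome 11, 83065112 to 83070678; log2 2.45, SE 0.09), with adjusted p of 2.13e-22, 3.49e-22 and 5.21e-22. Each of these 6 protein-coding genes was higher in 11 of 11 TNF libraries than in every medium library.

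The 3 lower genes with the smallest p were *Ltc4s*, *P2ry12* and *P2ry13*. *Ltc4s* (ENSMUSG00000020377, chromosome 11, 50236461 to 50238616, minus strand) fell from 155 ± 26.4 CPM (n = 9) to 9.66 ± 2.38 (n = 11), a log2 fold change of -4.00 (SE 0.13, 16.1-fold, edgeR adjusted p 1.58e-22). *P2ry12* (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871, minus strand), a purinergic receptor gene of homeostatic microglia, fell from 1266 ± 230 to 142 ± 25 CPM (log2 -3.16, SE 0.11, 8.93-fold, adjusted p 5.21e-22). *P2ry13* (ENSMUSG00000036362, chromosome 3, 59207892 to 59210882, minus strand) lies next to it and fell from 1026 ± 152 to 163 ± 28.8 CPM (log2 -2.65, SE 0.10, 6.28-fold, adjusted p 3.5e-21). Below every medium library for all 3 genes were 11 of 11 TNF libraries. *Socs3* rose (log2 1.54, SE 0.14, adjusted p 2.53e-11). *Itm2b* was lower with a log2 fold change of -0.58 (SE 0.055, adjusted p 6.67e-11), a 1.497-fold change just under the limit, and *Bcl6* was not called (log2 -0.36, SE 0.18, adjusted p 0.106). *Itm2b* was called at -0.65 with total counts in place of TMM, at -0.59 without the low-count filter and at -0.585 with Y-linked counts as a covariate, an alternative added after the data were seen.

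The response to GM-CSF was smaller in number of genes. Against medium, 1222 of 11313 genes were called, 548 higher and 674 lower, with log2 fold changes from -3.68 to 8.08, and 95 changed by more than 2 log2 units. With total counts in place of TMM the split became 817 higher and 459 lower, so the share of higher calls moved from 44.8% to 64.0%, with the median log2 fold change of all genes moving from -0.04 to 0.07. Within codes 1A and 1B 1225 genes were called and within codes 2A and 2B 785, with 546 called in both in the same direction and a Pearson r of 0.593. Of the 1222 genes picked from all samples, 99.92% kept their direction in both.

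*Socs2* (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180, minus strand) was the gene with the smallest p. It rose from 5.37 ± 2.17 CPM (SD, n = 9) in medium to 170 ± 12.5 (n = 9) with GM-CSF, a log2 fold change of 4.98 (SE 0.16, 31.5-fold, edgeR adjusted p 1.31e-22). *Ccl2* rose to 768 ± 108 CPM (log2 3.80, SE 0.16, 13.9-fold, adjusted p 6.74e-18), *Ccl7* to 205 ± 47.0 CPM (log2 5.21, SE 0.23, 36.9-fold, adjusted p 2.09e-17) and *Ccl12* to 4174 CPM (log2 2.57, SE 0.14, adjusted p 5.46e-16). *Socs3* was 78.5 ± 17.5 CPM against 64.2 ± 16.7 in medium, a difference that was not called (log2 0.29, SE 0.14, 1.22-fold, adjusted p 0.142), with 3 of 9 GM-CSF libraries above every medium library. Among lower genes, *Itm2b* (ENSMUSG00000022108, chromosome 14, 73362226 to 73385289, minus strand) fell from 4853 ± 533 to 2439 ± 160 CPM (log2 -0.99, SE 0.06, 1.99-fold, adjusted p 3.95e-15). *Lair1* (ENSMUSG00000055541, chromosome 7, 4003402 to 4063204, minus strand) fell from 730.3 ± 52.2 to 386 ± 21.7 CPM (log2 -0.92, SE 0.06, adjusted p 5.53e-14) and *Bcl6* (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852, minus strand) from 58.7 ± 10.7 to 6.48 ± 2.78 CPM (log2 -3.18, SE 0.21, 9.03-fold, adjusted p 7.82e-14). *P2ry12* fell to 428 ± 72.8 CPM (log2 -1.56, SE 0.11, 2.955-fold, adjusted p 5.92e-13). *Ltc4s* (log2 -0.89, SE 0.12) and *P2ry13* (log2 -0.97, SE 0.10) were lower too, with adjusted p of 5.24e-07 and 4.29e-09.

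**Figure D2:**
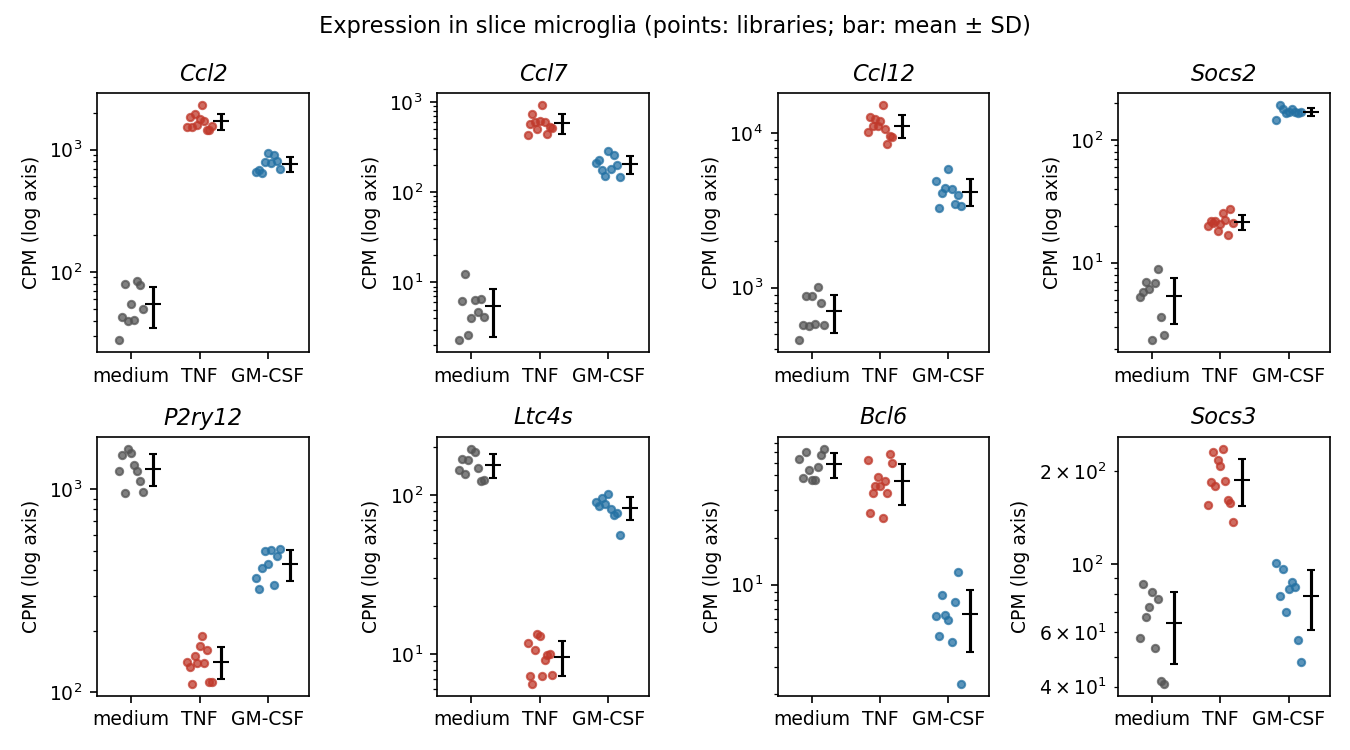
Expression of 8 genes in slice microglia, as CPM on a log axis, with 1 point per library and the mean and SD of each treatment beside its points. *P2ry12* stood at 1266 CPM in medium, 428 with GM-CSF and 142 with TNF, and *Socs2* at 5.37, 170 and 21.5 CPM in the same order.

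The overlap of the responses to TNF and GM-CSF was then examined. Both treatments called 587 genes in the same direction, 227 higher and 360 lower, and 100 genes in opposite directions. TNF alone called 712 higher and 954 lower genes, and GM-CSF alone 312 higher and 223 lower. With total counts in place of TMM these became 566 higher and 1260 lower for TNF alone and 546 higher and 118 lower for GM-CSF alone, with 243 higher and 269 lower shared. Of the GM-CSF calls, 48.0% were shared in direction with TNF, and of the TNF calls 24.95%, with an odds ratio of 6.49 for being called in both. Both sets of fold changes were computed against the same medium libraries, which by itself gives shared chance values. In 20 simulations with unchanged groups and the same shared controls, 0 genes were shared, and 0 were called by edgeR in either comparison, but the Pearson correlation across genes averaged 0.528 (0.488 to 0.565) and the Spearman correlation 0.480. The observed correlations were 0.404 and 0.467, which is not above the simulated level. In the simulations all spread of the fold changes was noise from the samples, whereas in the data treatment effects add to it. The simulated level therefore does not decide whether the observed correlations exceed what shared controls give. With disjoint random parts of the medium samples (5 and 4) as controls, 437 genes on average (384 to 475) were shared and the Pearson correlation was 0.286 (0.231 to 0.336).

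**Figure D3:**
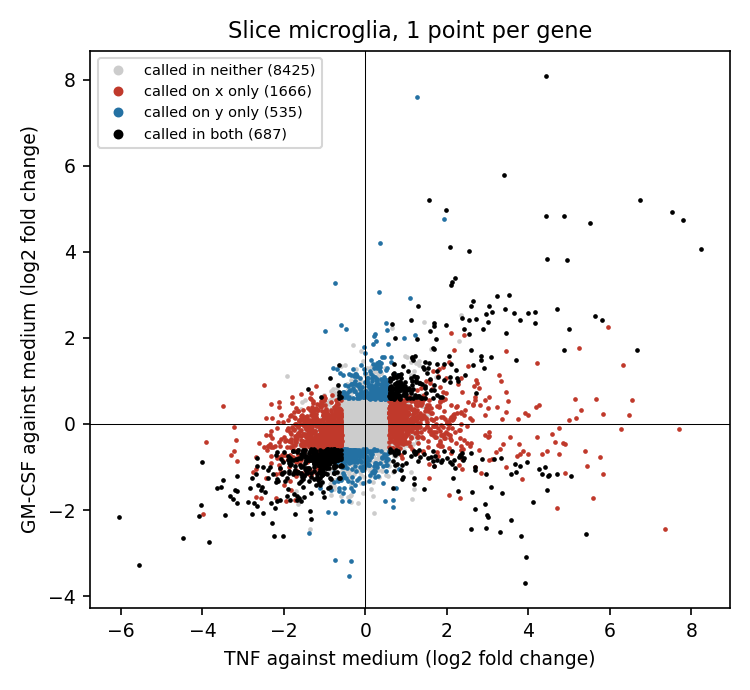
Log2 fold change with GM-CSF (vertical axis) against that with TNF (horizontal axis), both against medium, with 1 point per gene for 11313 genes. Black points are the 687 genes called in both comparisons, red points the 1666 called with TNF alone and blue points the 535 called with GM-CSF alone.

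TNF and GM-CSF were also compared directly. Of 11313 genes 1833 were called, 933 higher and 900 lower with TNF. Under total-count scaling the split became 694 higher and 1514 lower, a share of higher calls of 31.4% in place of 50.9%, while the median log2 fold change of all genes moved from -0.02 to -0.19. Within codes 1A and 1B 1657 genes were called and within codes 2A and 2B 1440, with 1106 called in both in the same direction and a Pearson r of 0.797. Of the 1833 genes, 99.95% kept their direction in both. The genes with the smallest p on the TNF side were *Cxcl16* (ENSMUSG00000018920, chromosome 11, 70453983 to 70459984; 925 ± 52.1 CPM, n = 11, against 178 ± 19.9, n = 9; log2 2.38, SE 0.07, edgeR adjusted p 8.78e-24), *Nfkbia* (log2 1.98, SE 0.07, adjusted p 3.43e-22) and *Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818; 283 ± 64.5 against 6.56 ± 1.90 CPM; log2 5.43, SE 0.20, adjusted p 4.79e-21). On the GM-CSF side they were *Ltc4s* (log2 -3.12, SE 0.13, adjusted p 2.92e-20), *Socs2* (log2 -2.99, SE 0.13, adjusted p 1.96e-19) and *H2-DMa* (ENSMUSG00000037649, chromosome 17, 34119541 to 34139101; 93.4 ± 14.5 against 380.5 ± 53.6 CPM; log2 -2.03, SE 0.09, adjusted p 5.04e-19). *Socs2*, which was also higher with TNF than in medium (log2 1.99, SE 0.15, adjusted p 2.46e-13), was chosen for that comparison after its values were seen.

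Because homeostatic, proliferation and immune genes are of interest in microglia, 4 gene lists were tested in the slice comparisons. With TNF, the 15 homeostatic genes had a median log2 fold change of -0.95, and 15 of 15 were lower (camera adjusted p 4.8e-14), from -3.16 for *P2ry12* to -0.37 for *Ctss*. An adjusted p under 0.05 was reached by 15 genes over all genes tested and by 15 adjusted over the list alone. The proliferation list had a median of -0.96 with 27 of 28 genes lower (adjusted p 1.35e-07), from -1.68 for *Cenpf* to 0.16 for *Tyms*, which was not called. Here 24 genes passed over all genes and 24 adjusted over the list alone. Of the chemokine list, 15 of 16 genes were tested and 15 were higher, with a median of 3.31 (adjusted p 7.34e-15), from 0.29 for *Ccl4*, not called, to 7.36 for *Cxcl11*, which had 5 counts in all medium libraries and 1151 in the TNF libraries. In this list 14 genes passed over all genes and 15 adjusted over the list alone. Interferon-response genes had a median of 3.95 with 22 of 22 higher (adjusted p 5.59e-26), from 1.76 for *Parp14* to 5.04 for *Cmpk2*, and 22 passed under either adjustment, over all genes or adjusted over the list alone.

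With GM-CSF the homeostatic list had a median of -0.58 with 15 of 15 genes lower (camera adjusted p 7.18e-13), from -1.56 for *P2ry12* to -0.33 for *C1qa*, and 15 genes passed over all genes and 15 adjusted over the list alone. Interferon-response genes had a median of -0.94 with 22 of 22 lower (adjusted p 4.81e-08), from -3.09 for *Mx1* to -0.25 for *Bst2*, with 15 passing over all genes and 16 adjusted over the list alone. *Mx1* had 202 counts in the medium libraries and 24 in the GM-CSF libraries, and limma-voom gave it an adjusted p of 0.0921. The medians of the proliferation list, 0.22 (adjusted p 0.000545; *Ccnb2* -0.43 to *Cdc6* 1.28), and of the chemokine list, 0.13 (adjusted p 0.0222; *Cxcl13* -2.59 to *Ccl7* 5.21), were not larger than those that other splits of the same samples gave. Proliferation genes passing numbered 9 over all genes and 9 adjusted over the list alone, and chemokine genes 7 and 10. *Cxcl13* was not called by limma-voom (adjusted p 0.229). All 8 of these list results kept an adjusted p under 0.05 with fry, where the highest was 0.0202. With an estimated in place of a preset correlation, the homeostatic list kept it for both treatments (0.00759 and 0.00935), and the chemokine (0.000374) and interferon (0.00119) lists kept it for TNF only.

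**Figure D4:**
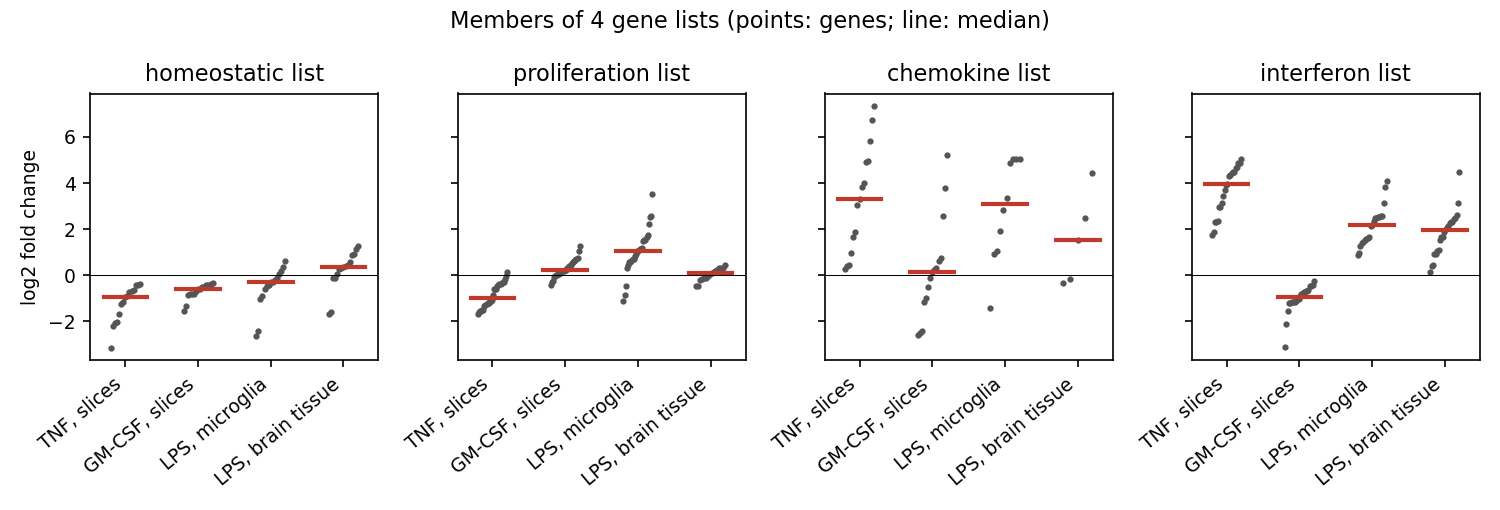
Log2 fold changes of the members of the homeostatic, proliferation, chemokine and interferon-response lists in 4 comparisons, with 1 point per tested gene and a line at the median. The interferon-response median was 3.95 with TNF, -0.94 with GM-CSF, 2.18 with LPS in adult microglia and 1.95 with LPS in brain tissue.

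Adult microglia taken 24 h after LPS served in the study as an in vivo reference. Compared with PBS, 3563 of 12987 genes were called, 1872 higher and 1691 lower, with log2 fold changes from -8.70 to 10.68, and 482 changed by more than 2 log2 units. Leaving out LPS replicate 2 moved the count most among the single libraries, to 4044. The gene with the smallest p was *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047, minus strand), which rose from 36.2 ± 2.48 CPM (SD, n = 4) to 383 ± 33.6 (n = 4), a log2 fold change of 3.404 (SE 0.09, 10.6-fold, edgeR adjusted p 6.42e-10). It was followed by *AI506816* (ENSMUSG00000105987, chromosome 5, 23698296 to 23712667, annotated as a processed transcript; log2 2.74, SE 0.08, adjusted p 8.01e-10) and *Ifi30* (ENSMUSG00000031838, chromosome 8, 70762774 to 70766663, annotated as a processed transcript; 70.3 ± 4.48 to 415 ± 29.5 CPM, log2 2.56, SE 0.08, adjusted p 1.72e-09). Lower genes with the smallest p were *Ccl6* (ENSMUSG00000018927, chromosome 11, 83587882 to 83593087; log2 -1.50, SE 0.07, adjusted p 5.4e-08), *Gm3020* (ENSMUSG00000079402, chromosome 14, 3652030 to 3673215; log2 -3.50, SE 0.16, adjusted p 6.72e-08) and *Maf* (ENSMUSG00000055435, chromosome 8, 115682942 to 115707794; log2 -1.21, SE 0.06, adjusted p 1.15e-07). *Gm3020* is one of a group of near-identical predicted genes, so its value is uncertain. The other genes that the study names for adult microglia were also higher with LPS, at 3.29 for *Dna2*, 3.49 for *Timeless*, 3.96 for *Kif2c*, 1.29 for *Rps2*, 1.19 for *Calr*, 1.86 for *Spint1*, 2.46 for *Cst7*, 4.15 for *Ifitm2* and 1.82 for *Arhgap24* on the log2 scale, each in 4 of 4 libraries above every PBS library. Their adjusted p ran from 7.02e-09 for *Spint1* to 1.92e-06 for *Kif2c*. *Rps2* and *Ifitm2* have close relatives or pseudogenes that could share reads.

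In brain tissue, LPS called 479 of 15083 genes, 396 higher and 83 lower, with log2 fold changes from -2.33 to 9.32, and 62 changed by more than 2 log2 units. The stricter low-count filter gave 295. *Ifitm3* (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770, minus strand) rose from 8.46 ± 0.639 CPM (SD, n = 4) to 52.8 ± 5.78 (n = 4), a log2 fold change of 2.64 (SE 0.10, edgeR adjusted p 2.56e-10). *H2-K1* (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347; log2 1.78, SE 0.07, adjusted p 4.33e-10) and *Cd93* (ENSMUSG00000027435, chromosome 2, 148436640 to 148443563; 12.3 ± 0.387 to 49.8 ± 4.72 CPM, log2 2.02, SE 0.08, adjusted p 4.44e-10) followed. *Ifitm3* and *H2-K1* belong to gene families with similar sequences, so reads could be shared. The lower genes with the smallest p were *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367; 76.4 ± 4.91 to 39.1 ± 1.24 CPM, log2 -0.97, SE 0.06, adjusted p 6.03e-08), *Hmgcs1* (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260; log2 -0.74, SE 0.05, adjusted p 1.52e-07) and *Opalin* (ENSMUSG00000050121, chromosome 19, 41061710 to 41077113; 29.4 ± 1.81 to 10.8 ± 2.24 CPM, log2 -1.45, SE 0.11, adjusted p 7.09e-07).

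The same 4 lists were tested for LPS. In adult microglia the interferon-response list had a median log2 fold change of 2.18 with 21 of 21 tested genes higher (camera adjusted p 3.31e-06), from 0.86 for *Ifih1* to 4.10 for *Zbp1*, and 21 passed over all genes and 21 adjusted over the list alone. *Ifih1* lost its call without LPS replicate 1 (adjusted p 0.0527), LPS replicate 4 (0.0572) or PBS replicate 3 (0.0553), without the low-count filter (0.0891) and with limma-voom (0.057), which also took that of *Zbp1* (0.068). Chemokine genes had a median of 3.09 with 9 of 10 tested genes higher (adjusted p 0.00698), from -1.41 for *Ccl9* to 5.06 for *Ccl12*, with 8 passing over all genes and 9 adjusted over the list alone. The proliferation list had a median of 1.06 with 23 of 26 tested genes higher (adjusted p 0.000492; 15 passing over all genes and 15 adjusted over the list alone), from -1.11 for *Ccnb2* to 3.53 for *Cdc6*. Without LPS replicate 2 its median was 0.54, and *Ccnb2*, otherwise not called, was called lower (-1.60, adjusted p 0.0138). Homeostatic genes had a median of -0.30 with 11 of 15 lower (adjusted p 0.011; 11 passing over all genes and 12 adjusted over the list alone), from -2.62 for *P2ry12* to 0.63 for *C1qa*.

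In brain tissue the interferon-response list had a median of 1.95 with 22 of 22 genes higher (camera adjusted p 6.33e-28), from 0.16 for *Cmpk2*, not called, to 4.48 for *Zbp1*, with 21 passing over all genes and 21 adjusted over the list alone. Only 5 of the 16 chemokine genes were tested, with a median of 1.52 (adjusted p 0.00733; *Ccl9* -0.31, not called and -0.67 to -0.05 when single samples were left out, to *Ccl5* 4.43), 3 passing over all genes and 4 adjusted over the list alone. *Ccl5* had 5 counts in the untreated libraries and 105 in the LPS libraries. Homeostatic genes had a median of 0.35 with 11 of 15 higher (adjusted p 0.00262; *Gpr34* -1.67 to *C1qa* 1.27), 7 passing over all genes and 8 adjusted over the list alone, but other splits of the same samples gave medians as far from 0. The proliferation list, with 16 of 28 genes tested, did not differ by camera (median 0.09, adjusted p 0.561; *Top2a* -0.47 to *Mcm3* 0.46) and had an adjusted p of 0.0421 with fry. It held 0 called genes, and 0 passed over all genes or adjusted over the list alone. Without LPS replicate 3, 2 values of named genes in brain tissue gained a call, among them *Mcm3* (0.67, adjusted p 0.0204). For LPS, fry gave an adjusted p under 0.05 in all 8 list tests, including proliferation in brain tissue, which had not passed by camera. With an estimated correlation, only the interferon-response list in brain tissue kept an adjusted p under 0.05 (0.00759).

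Adult microglia and brain tissue were compared for their response to LPS over the 10913 genes tested in both. In the same direction 178 genes were called in both, 161 higher and 17 lower, and 16 in opposite directions. These 178 are 53.8% of the brain tissue calls among these genes and 6.16% of the microglia calls, with an odds ratio of 4.14 for being called in both. The stricter filter gave 94. Across genes, the Pearson correlation of the log2 fold changes was 0.295 and the Spearman correlation 0.0902. Without the low-count filter, over 20916 genes, they were 0.110 and 0.0711, and with the stricter filter 0.265 and 0.0602. The difference between the responses was tested itself as an interaction, in which 3289 of 16676 genes were called, 1518 with a higher log2 fold change in microglia and 1771 with a lower one. Tissue, kit, run and the type of control (PBS or untreated) coincide in this comparison.

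**Figure D5:**
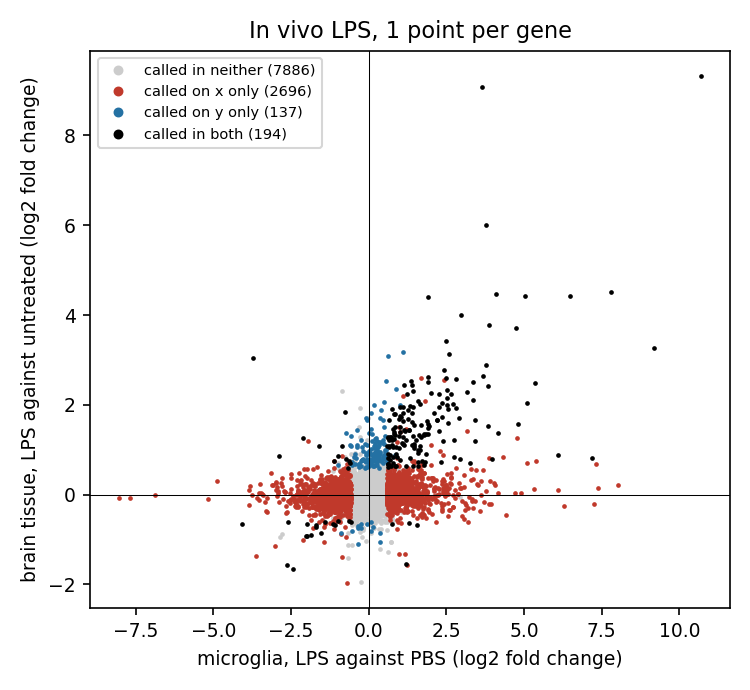
Log2 fold change with LPS in brain tissue (vertical axis) against that in adult microglia (horizontal axis), with 1 point per gene for the 10913 genes tested in both. Black points are the 194 genes called in both, red points the 2696 called in microglia alone and blue points the 137 called in brain tissue alone.

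Marker genes of other cells were measured as levels. The 8 neuron markers summed to 7.58 ± 3.88 CPM (SD, n = 9) in medium slice microglia, to 1.53 ± 0.500 (n = 4) in PBS microglia and to 13452 ± 45.3 (n = 4) in untreated brain tissue. Differences of the mean log2(CPM + 1) were tested by two-sided exact permutation tests. With TNF the monocyte list rose by 0.85 (n = 11 and 9, p 5.95e-06, adjusted p 0.000214), the border macrophage list fell by 0.64 (p 0.000196, adjusted p 0.00296) and the dissociation list fell by 0.35 (p 0.00265, adjusted p 0.0238). The summed CPM of the border macrophage list did not move that way (766 ± 258 with TNF and 698 ± 239 in medium), and with a pseudocount of 5 its adjusted p was 0.054. With GM-CSF the lymphocyte list fell by 0.14 (n = 9 and 9, p 0.000247, adjusted p 0.00296) and the dissociation list by 0.46 (p 0.00395, adjusted p 0.0284). The lymphocyte list had a mean log2(CPM + 1) of only 0.71 in medium but summed to 39.2 ± 7.26 CPM, against 22.9 ± 7.04 with GM-CSF. Few of its genes therefore carried its counts, and its fall does not show a change in lymphocytes. The remaining 13 slice tests did not pass, with differences for TNF of 0.10 for neurons, -0.17 for astrocytes, 0.16 for oligodendrocytes, 0.09 for endothelial cells, 0.45 for neutrophils and -0.12 for lymphocytes, and for GM-CSF of 0.14 for neurons, -0.23 for astrocytes, -0.12 for oligodendrocytes, -0.10 for endothelial cells, 0.14 for monocytes, -0.35 for border macrophages and 0.62 for neutrophils. The summed CPM of the monocyte list with GM-CSF was 2387 ± 749 against 1199 ± 445 in medium, although its mean log difference was small. Of the lists that did not pass, the lymphocyte list with TNF passed at a pseudocount of 5 (adjusted p 0.00542), and the border macrophage (0.0289) and neutrophil (0.0446) lists with GM-CSF at a pseudocount of 0.1.

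With 4 libraries against 4, the exact permutation test could not go below p 0.0286, which became 0.0507 after adjustment over the 36 tests, and none of the LPS differences passed. At that smallest p in adult microglia were the lists of oligodendrocytes (-0.20), endothelial cells (-0.17), monocytes (0.76), border macrophages (0.79), neutrophils (-1.72) and lymphocytes (-0.07), and the neutrophil markers summed to 60.2 ± 18.05 CPM (n = 4) with PBS and 5.36 ± 2.75 (n = 4) with LPS. Neurons (0.05), astrocytes (-0.04) and dissociation genes (0.85) had a larger p, although the summed astrocyte markers were 273 ± 11.8 CPM with PBS and 165 ± 15.2 with LPS. In brain tissue the lists of astrocytes (0.15), oligodendrocytes (-0.375), endothelial cells (0.42), monocytes (0.22), border macrophages (0.31) and neutrophils (0.40) were at the smallest p, and those of neurons (-0.07), lymphocytes (0.04) and dissociation genes (0.31) were not.

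Sex-linked genes were checked in every library. Adult microglia and brain tissue carried *Xist*, at 436 to 596 and 1008 to 1080 CPM, with summed Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) at 0.171 to 1.30 CPM. Of the 29 slice libraries, 18 carried *Xist* at 11.2 to 41.9 CPM with 0 Y-linked counts, and 11 carried Y-linked genes at 77.5 to 212 CPM with 0 *Xist* counts. Both kinds were found in each treatment, with *Xist* in 5 of 9 medium, 7 of 11 TNF and 6 of 9 GM-CSF libraries. With Y-linked counts as a covariate, 2341 genes were called for TNF and 1204 for GM-CSF.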

Values the study reported

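The study reported 1,950 differentially expressed genes for TNF against medium and 905 for GM-CSF against medium. Higher genes numbered 923 for TNF and 456 for GM-CSF, and lower genes numbered 449 for GM-CSF. For TNF it gave increases of 26.8-fold for *Ccl2*, 14.7-fold for *Ccl12* and 71.1-fold for *Ccl7*, and decreases of 8.6-fold for *P2ry12*, 15.0-fold for *Ltc4s* and 6.1-fold for *P2ry13*. For GM-CSF the increases were 23.1-fold for *Socs3*, 11.3-fold for *Ccl2* and 21.4-fold for *Ccl7*, and the decreases 2.0-fold for *Itm2b*, 5.4-fold for *Bcl6* and 2.8-fold for *P2ry12*. It counted 227 genes raised by both treatments, 267 raised by TNF only and 223 raised by GM-CSF only. Genes lowered by TNF only numbered 738, and those lowered by GM-CSF only 142.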

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

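The tests of dilution, of LPS replicate 2, of the hour of collection and of the share of libraries that stand apart were chosen after the results were seen, as were the clock genes and the look at them in brain tissue, while the tests of other splits, depth, GC content and gene length were set beforehand.

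The response to LPS differed between adult microglia and brain tissue in a test of the difference itself, with 3289 genes called. *Ripor2* rose in microglia from 14.4 to 112 CPM and stood at 72.4 and 80.2 CPM in untreated and LPS brain tissue, a difference of 2.80 on the log2 scale (edgeR adjusted p 7.24e-10). *Nme1* rose from 23.4 to 62.4 CPM in microglia and went from 116 to 99.9 CPM in brain tissue (1.62), and *Psat1* went from 21.8 to 100.2 and from 103 to 102 CPM (2.21). *Hlf* fell from 10.9 (10.95) to 0.365 CPM in microglia and stood at 233 and 288 CPM in brain tissue (-5.18, adjusted p 3.82e-12). *Pecam1* went from 32.6 to 10.9 and from 18.9 to 40.2 CPM (-2.685), and *Kcnj9* from 9.65 to 1.99 and from 158 to 167 CPM (-2.37). In each of the 6 genes all 4 LPS microglia libraries lay beyond every PBS library.

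Among the gene lists, the median difference was -0.77 for homeostatic genes (camera adjusted p 1.31e-05, fry 0.00121), with 0 of 15 genes called higher and 9 called lower in microglia. It was 1.00 (0.998) for proliferation genes (5.98e-05, fry 0.00294; 8 called higher and 0 lower of 25) and 0.82 for chemokine genes (0.0291, fry 0.0443; 1 called higher and 1 lower of 12). The interferon-response list did not pass by either test (median 0.29, adjusted p 0.348, fry 0.623; 2 called higher and 0 lower of 22). These tests of the difference were not run with an estimated correlation or on other splits of the samples. With an estimated correlation, all 4 lists for LPS in adult microglia alone lost their adjusted p under 0.05. Each sample was then left out in turn, a test added after the data were seen. Without microglia LPS replicate 2 the proliferation median was 0.55 (adjusted p 0.00059), against 0.95 to 1.16 without any other sample, and the interferon-response list passed (0.55, adjusted p 0.00127; 7 called higher and 1 lower). The proliferation list thus passed with a smaller median and the same number called higher (8), and only the interferon-response list changed its result. The chemokine list did not pass without microglia LPS replicate 1 (adjusted p 0.0589), PBS replicate 3 (0.0535) or brain tissue LPS replicate 2 (0.0626), while the homeostatic list passed without each sample (highest adjusted p 3.71e-05).

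Several technical explanations were weighed for the 3289 genes. With all 16 samples thinned to the smallest library 3097 genes were called, and with trends in GC content and gene length removed 3249 of 16622 genes were, 3122 of them shared with the 3289, which argues against depth and these biases as the whole cause. Of 100 splits, 1 (the real one) gave as many genes. However, 3 of the other splits kept the microglia groups whole and gave 3039 to 3264 genes, and the rest gave at most 62. The count therefore follows mainly the microglia groups, and the split test excludes an absence of any LPS effect by chance more than it excludes a chance difference between tissues.

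Brain tissue holds mostly other cells, so RNA of its microglia is diluted, which could hide their response. Among 383 genes at least 20 times higher in PBS microglia than in untreated brain tissue, 43.6% (167 genes) were called for a difference. Their changes correlated across genes at a Pearson r of 0.728. This argues against dilution as the whole cause only where the RNA of these genes in brain tissue comes mostly from microglia. That share was not measured, and the genes were picked by the same control samples that enter the difference. What this test was to show was rewritten after its first result. For the other 10439 genes the correlation was 0.181, and dilution and a different response cannot be told apart, because the share of their RNA that comes from microglia was not measured. Tissue, library kit, run and the type of control (PBS or untreated) coincide, and a biological difference between tissues stays open and untested.

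*Hlf* is a clock output gene, and 15 clock genes were then looked at, all chosen after values were seen. Of 14 tested in microglia, 8 were called lower, 1 higher (*Nfil3*, 0.59) and 5 not called. The 7 lower genes taken further (*Dbp*, *Hlf*, *Tef*, *Nr1d1*, *Nr1d2*, *Per2* and *Per3*) were picked for their fall, so 7 of 7 being lower is true by selection, and *Cry1* (-1.30) was lower too. Their median log2 fold change was -3.26 in microglia and -0.005 in brain tissue, where 1 of 7 was called lower (*Dbp*, -0.66), which argues against a response shared by whole brain tissue. *Per2* in brain tissue, at 0.57 not called, was called with total counts (0.59), without LPS replicate 4 (0.587) and without untreated replicate 4 (0.63). A different hour of collection of the LPS and PBS groups may contribute. It cannot be told apart from an effect of LPS, since the labels give no hour. *Arntl*, which a shift in hour could move, differed by -0.081 and *Clock* by 0.058, both without a call. Neither value points to such a shift, but other clock genes such as *Cry1* and *Nfil3* were called, so these genes do not settle the question.

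Microglia LPS replicate 2 stood apart from the other LPS libraries in *Ccnb2* (0.769 CPM, the others 0.230 to 0.294) and *Cdc6* (17.4 CPM, the others 4.52 to 4.66). Its score on the first principal component was 25.1, between the other LPS libraries (51.6 to 59.0) and the PBS libraries (-51.4 to -46.3). It lay 50.6% of the way toward PBS for raised genes and 20.9% for lowered genes. A swapped label with a PBS sample needs a PBS library out of place, and the highest PBS score was -46.3 (-46.276). RNA of PBS microglia mixed into the library cannot be the whole cause, since 23 of 26 cell cycle genes were above every other library of both groups. Partial mixing together with another cause could remain, as could an earlier or later stage of the response, which was not tested.

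Single libraries stood apart in other values. TNF slices were not screened for such libraries, because the test used covered only smaller groups. In medium slices *Ccl7* was 12.4 CPM in replicate 3 (the next library 6.58, the lowest 2.27), *Itm2b* 6228 CPM in replicate 5 (next 4853, lowest 4397) and *Cxcl11* 0.691 CPM in replicate 7 (0 in the other 8). With GM-CSF *Bst2* was 171 CPM in replicate 5 (next 144.9, lowest 118.5). In brain tissue with LPS *Opalin* was 14.1 CPM in replicate 2 (next 9.79, lowest 9.41), *Gpr34* 0.603 CPM in replicate 3 (next 3.18, highest 3.47) and the mean log2(CPM + 1) of neutrophil markers 0.946 in replicate 4 (next 0.606, lowest 0.556). *Ccl5* was 0.201 CPM in untreated replicate 1 (next 0.104, lowest 0.0970), from 5 counts in the group, and the monocyte markers stood at 1.43 in PBS replicate 2 (next 1.12, lowest 1.07). Such libraries were found in 11 of 206 groups of values, or 5.34%, and chance gives about 1 in 20, so chance may account for their number. Of the 11, 2 were in LPS replicate 2 of the microglia and 9 in other libraries. No biological explanation was tested for these.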

How the results depend on the processing

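Across the alternatives applied to each kind of result, 108 of 115 counts of called genes stayed within 1.5 times the reported count, and 31 of 32 counts of shared calls did. Direction and side of the threshold were kept by 150 of 164 gene list results, 67 of 72 marker results and 1517 of 1543 values of named genes. The tally of shared calls left out total counts and thinned counts. Gene lists were not tested with these, with the stricter filter, with limma-voom or with the Wald test of DESeq2. A count of called genes can also stay within the limit while its split by direction moves, as it did with total counts. The marker results include LPS tests of 4 samples against 4, whose smallest possible p of 0.0286 adjusted to 0.0507 or more. That these did not cross the threshold is therefore no evidence of stability.

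Leaving out the fold change limit, which by construction adds genes, gave 4476 genes for TNF, 2892 for GM-CSF, 3486 for TNF against GM-CSF, 6703 for LPS in adult microglia, 1533 for LPS in brain tissue and 5136 for the difference of LPS effects. The stricter low-count filter tested fewer genes (11978 in brain tissue) and gave 295 called genes for LPS in brain tissue and 94 calls shared by the LPS comparisons.

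With an estimated correlation in camera, which allows members to vary together, list medians are the same by construction and 10 tests lost their adjusted p under 0.05. These were proliferation with TNF (median -0.96, adjusted p 0.236), proliferation (0.22, 0.345), chemokine (0.13, 0.266) and interferon (-0.94, 0.0708) with GM-CSF, homeostatic (-0.30, 0.31), proliferation (1.06, 0.384), chemokine (3.09, 0.345) and interferon (2.18, 0.345) with LPS in adult microglia, and homeostatic (0.35, 0.345) and chemokine (1.52, 0.0708) with LPS in brain tissue. By fry, proliferation in brain tissue passed (0.0919, 0.0421). Its median reversed without the low-count filter (-0.0633, adjusted p 0.943) and without LPS replicate 4, with a range from -0.0047 to 0.1532 when single samples were left out, and the cause was not tested.

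Among single genes in brain tissue, *Tef* reversed without LPS replicate 3, with a range from -0.03 to 0.048, and *Per3* with total counts (0.013), with thinned counts (0.024) and without LPS replicate 1, 2 or 4 or untreated replicate 3, with a range from -0.219 to 0.096. Neither was called, and the cause was not tested. *Ccl9* (-0.67 to -0.05) and *Top2a* (-0.73 to -0.30) also depended on single samples and were not called in the fit of all samples. Across all comparisons, limma-voom added 1 call among the values of named genes and took away 4. Astrocyte markers in adult microglia reversed at a pseudocount of 0.1 (0.0202, p 0.914) and were lower at a pseudocount of 5 (-0.075, at the smallest possible p of 0.0286), and no LPS marker test passed after adjustment at any of the 3 pseudocounts.

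Leaving out single in vivo samples gave 3373 to 4044 genes for LPS in adult microglia, 412 to 543 in brain tissue and 3116 to 3662 for their difference. The replicate number as a block gave 2423 genes for TNF, 1258 for GM-CSF, 3452 for LPS in adult microglia and 448 in brain tissue. Residual correlations between libraries of the same number were -0.0415 to 0.184 in slices (8 of 27 over 0.1), -0.033 to 0.0206 in adult microglia and -0.0779 to 0.0428 in brain tissue, so these numbers are not shown to pair the samples.

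The replicate numbers do not follow the numbers in the sample titles, so title sets (11 in slices, 4 in adult microglia) were used as a block instead, added after the data were seen. This block gave 2416 genes for TNF, 1227 for GM-CSF, 1908 for TNF against GM-CSF, 3529 for LPS in adult microglia and 577 shared calls of TNF and GM-CSF. The chemokine list with GM-CSF had a median of 0.15 (0.1516, adjusted p 0.0559) in it. Of the values of named genes, 76 kept their direction and side of the threshold in this block and 1 gained a call. Residual correlations within a set averaged 0.102 in slices (-0.0369 to 0.184, 15 of 26 over 0.1), against 0.0625 for other pairs of the same title code, and 0.0475 in adult microglia (-0.0061 to 0.0928, 0 of 4 over 0.1). A pairing by title set is therefore not established, and in slices it is not excluded.

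Thinned counts gave 2339 genes for TNF, 1198 for GM-CSF and 3489 for LPS in adult microglia, and stayed within 1.5 times the reported count in brain tissue, where the LPS libraries were the shallower ones. Depth limits genes such as *Ccl5* in untreated brain tissue and *Cxcl11* in medium, each with 5 counts in its group.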

Other observations

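The tests of the sex-linked counts, of the mitochondrial share, of the medians of gene lists and of the overlap of lists of calls were chosen after the results were seen, while the counts of splits for called genes, shared calls and numbers of lists and the test within title codes were set beforehand.

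Other splits of the same samples were refitted. The real split was the only 1 of 100 to give as many called genes for TNF (the highest other 644), GM-CSF (134) and TNF against GM-CSF (234), and the only 1 of 35 for LPS in adult microglia (1 gene) and in brain tissue (1 gene), so chance can be excluded for these counts. For the calls shared by TNF and GM-CSF and for those shared by LPS in microglia and brain tissue the real split was also 1 of 100, but every other split had 0 shared calls, so these counts show only that the calls need the real groups. Sharing itself was tested with the calls of one comparison moved among genes of similar level. For TNF and GM-CSF, with disjoint medium samples as controls, at most 149 genes were then shared in direction against 384 to 475 found. For LPS in microglia and brain tissue at most 89 were shared against 178 found. A chance overlap of unrelated lists is therefore excluded as the whole cause, although genes vary together and the shuffles treat them as independent.

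Numbers of lists at camera p under 0.05 were matched by 50 of 100 splits for TNF, 5 of 100 for GM-CSF, 2 of 35 for LPS in adult microglia and 1 of 35 for brain tissue, so by that statistic chance is excluded only for brain tissue. Medians of the lists were counted as another statistic after that result was seen. By the median, 1 split (the real one) was as far from 0 for all 4 lists with TNF, for the homeostatic and interferon lists with GM-CSF, for all 4 lists with LPS in adult microglia and for the chemokine and interferon lists in brain tissue. Chance was not excluded for GM-CSF proliferation (12 of 100) and chemokine (34 of 100), nor for brain tissue homeostatic (4 of 35) and proliferation (2 of 35).

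The title codes split the slice samples in the mitochondrial share of counts. Codes 2A and 2B had means of 0.860% in medium, 0.677% with TNF and 0.833% with GM-CSF, and codes 1A and 1B 0.492%, 0.446% and 0.518%. The highest p of the 3 two-sided exact permutation tests was 0.00794 (adjusted 0.00794). With treatment as a term, 157 genes were called between the pairs of codes, 113 higher and 44 lower in codes 2A and 2B. A difference between library batches is a candidate explanation, and the labels do not say what the codes mean. The study describes its slice data as pooled from as many independent experiments as there are codes, and does not link the experiments to the codes. With the code as a block, 2426 genes were called for TNF, 1232 for GM-CSF and 1899 for TNF against GM-CSF, so a difference between codes does not account for the treatment effects. The same direction within both pairs of codes was found for 99.96%, 99.92% and 99.95% of the called genes, which is weak evidence because the genes were picked from the fit of all samples. Called within each pair of codes by itself, in the same direction, were 1392, 546 and 1106 genes.

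Slice libraries with both *Xist* and Y-linked genes above 10 CPM numbered 0 of 29, which argues against pools of pups of both sexes in 1 library. Each pool of slices may come from pups of a single sex or from a single pup, which the labels do not state. The paper cut several slices from each brain, so more than 1 pool could come from the same pup. Such pools would not be independent, although the tests treated every library as independent.

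Responses of slice microglia were set beside that of adult microglia to LPS over 10539 genes. TNF and LPS shared 938 calls in direction (469 higher and 469 lower) and 136 in opposite directions, with a Pearson r of 0.455 and a Spearman rho of 0.430 across genes. GM-CSF and LPS shared 611 (335 higher and 276 lower), with 109 in opposite directions, and correlations of 0.351 and 0.452. These correlations depended on the filter. Without the low-count filter, over 20277 genes, they were 0.173 and 0.194 for TNF and 0.0996 and 0.185 for GM-CSF. With the stricter filter they were 0.510 and 0.467 for TNF and 0.380 and 0.489 for GM-CSF.

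Genes called lower with GM-CSF numbered 674 here. That is higher than the value quoted from the study above. With total counts in place of TMM they numbered 459, so this difference depends on the scaling. The same scaling raised the genes called higher with GM-CSF from 548 to 817, further above the count quoted from the study. *Socs3* with GM-CSF was 1.22-fold higher here and not called, while *Socs2* was 31.5-fold higher. The first is lower than the value quoted from the study above. A rise of *Socs3* of the quoted size is excluded in these counts. The study's text does not say whether another gene of its family was meant, and its supplementary gene lists were not used here. *Ccl7* with GM-CSF was 36.9-fold higher here. That is higher than the value quoted from the study above. *Bcl6* with GM-CSF changed 9.03-fold here. That is a larger fall than the one quoted from the study above. Genes called higher with TNF alone numbered 712 here. That is higher than the value quoted from the study above. The quoted count of all genes raised by TNF, less the quoted count raised by both, leaves far more than the quoted count for TNF alone and comes close to the count found here. Genes called lower with GM-CSF alone numbered 223 here. That is higher than the value quoted from the study above. With total counts they numbered 118, which is lower than the quoted value. The same change moved genes higher with GM-CSF alone from 312 to 546, further above their quoted count.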
